A study of Mus musculus with 16 samples. Its data were reported in "Integration of Transcriptional Signatures from Brain Tissue and Plasma Extracellular Vesicles of a Preclinical Tauopathy Mouse Model" (2026).

How the data were processed

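Small RNA libraries from the prefrontal cortex of 16 mice were analysed, 8 from PS19 mice, which carry a mutant human tau transgene, and 8 from wild-type (WT) mice. Genotype was taken from the sample labels, and libraries are named here by genotype and the replicate number in the sample title. The labels also give each library a code whose first letter was G for 8 PS19 and 2 WT libraries, F for 4 WT and A for 2 WT, and what the letter stands for was not stated. Per the methods of the study, the authors aligned single-end reads with STAR inside COMPSRA, a small RNA pipeline that assigns reads to circRNA, miRNA, snoRNA, snRNA and tRNA annotations, and compared genotypes with DESeq2 at an unadjusted Wald p-value. The genome build used for these counts was not stated.

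The deposited table held 18488 features and 16 libraries. Its values were a normalized signal, namely read counts that the authors had divided by 1 size factor per library. In every library, 100% of the values were whole multiples of the smallest value above 0, so that whole reads were recovered by division. In 2 libraries, WT replicates 4 and 6, a read was worth nearly 1, so the step was read in the same way but rests on weaker evidence. The same table gave the authors' log2 fold changes with standard errors, their mean normalized signal, their Wald score and their p-values with adjusted p-values. The deposited log2 fold change had the sign of WT over PS19, and directions taken from it were turned to PS19 over WT here. No column of values per library was left out (0 columns).

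The class of circRNAs, miRNAs and tRNAs was read from the feature name. For the other 1531 features, the biotype of the gene symbol in GENCODE release M21 (GRCm38) was used, and 1530 symbols were found there. Positions were taken from the same annotation.

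The design fixed before the data were examined called for limma if the table held normalized values. Values were transformed as log2(value + 1), features with a mean of at least 5 over the 16 libraries were kept, and lmFit with eBayes (trend) was run with genotype as the only term in R 4.3.3 with limma 3.58.1. Fold changes are therefore on the log2(value + 1) scale, which understates the change of low features. P-values were two-sided and adjusted by Benjamini-Hochberg over all tested features. Single measures per library were compared by two-sided exact permutation tests over the 12870 assignments of 8 and 8 libraries, for ncRNAs on log2(value + 1), in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The ncRNAs named are 12 that the text of the study singled out, in every arm or precursor where it gave none, and the 5 higher and 5 lower in PS19 with the smallest p-values, with features of identical values counted as 1.

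The test was checked on simulated counts with the means, dispersions and library sizes of the 6024 tested features, of which 200 were changed. At an adjusted p-value under 0.05, limma recovered 115 of the 200 and called 5 unchanged features. It recovered 77.9% of those changed by 2 on the log2 scale, and 5.00% of the unchanged features had an unadjusted p-value under 0.05.

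Alternatives were DESeq2 1.42.0 and the edgeR 4.0.16 quasi-likelihood test with TMM on the recovered reads, scaling to the library total, scaling each class to its own total, no filter on low values beyond a value above 0 in at least 2 libraries, a mean of at least 20, pseudocounts of 0.5 and 5, array weights with robust empirical Bayes, an exact rank test, the replicate number as a block, and counting identical or near-identical features once. Near-identical features had a Pearson r of at least 0.99 on the log2 scale and means within 2-fold. Each of the 16 libraries was also left out in turn. The replicate number as a linear term, the letter of the library code as a term and DESeq2 on all 18488 features were added after the data were seen.

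Recovered reads ranged from 13.2 M to 23.1 M per library. A read assigned to several features was counted under each, so these totals are assignments and not molecules. Over the 56 pairs of libraries within a group, the chi-square per degree of freedom between recovered reads ranged from 38.1 to 720.2, so no pair agreed within sampling noise and every library was counted as 1 sample. Host genes of circRNAs and the plasma vesicle libraries of the study were not analysed here.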

Results

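Non-coding RNAs (ncRNAs) were profiled by small RNA sequencing in the prefrontal cortex of 8 PS19 and 8 WT mice to ask which ncRNAs differ in abundance with tauopathy. The table listed 18488 features, of which 14540 were circRNAs, 1971 miRNAs, 824 snoRNAs, 703 snRNAs and 448 tRNAs, and 2 had no class among these. Recovered reads ranged from 13.2 M to 23.1 M per library and averaged 16.9 M ± 2.72 (SD, n = 8) in PS19 and 18.3 M ± 3.39 (SD, n = 8) in WT. This difference was within the spread between mice (two-sided exact permutation test, p = 0.367, adjusted p = 0.734 over 2 tests). The number of features above 0 was 12612 ± 1237 (SD, n = 8) in PS19 and 12765 ± 837 (SD, n = 8) in WT, which also did not differ (two-sided exact permutation test, p = 0.773, adjusted p = 0.773). With detection set at a normalized count of 10 the difference between the means changed sign and came to 0.25 features.

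The composition of the libraries was compared between genotypes for each class. tRNA features held 39.1% ± 6.27 (SD, n = 8) of the annotated signal in PS19 and 38.5% ± 9.06 (SD, n = 8) in WT. miRNA features held 25.5% ± 5.40 (SD, n = 8) and 26.3% ± 6.24 (SD, n = 8), respectively. The circRNA share was 19.2% ± 3.69 (SD, n = 8) in PS19 and 19.4% ± 3.68 (SD, n = 8) in WT. The snoRNA share was 15.5% ± 4.23 (SD, n = 8) in PS19 and 15.1% ± 3.34 (SD, n = 8) in WT, and that of snRNA was 0.733% ± 0.158 (SD, n = 8) and 0.675% ± 0.151 (SD, n = 8). None of the 5 shares differed by genotype (two-sided exact permutation tests, p from 0.456 to 0.925, each with an adjusted p of 0.925). Leaving out WT replicate 7 moved a share the most, to 2.55 percentage points more tRNA in PS19. Of the circRNA signal, 77.9% lay in 55 circRNA features whose values followed those of a miRNA, snoRNA or tRNA feature across the libraries, which limits what the circRNA share measures.

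**Figure D1:**
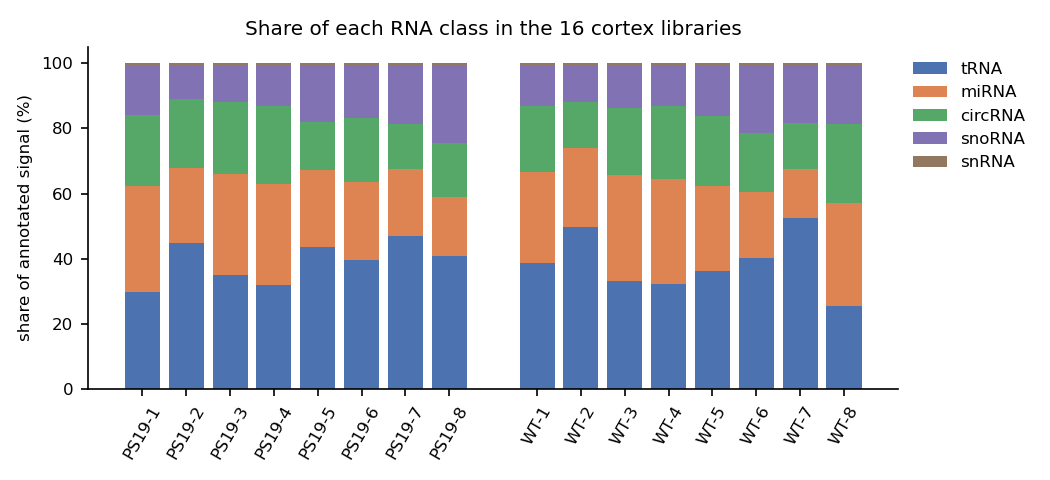
Stacked bars give the share of the annotated signal (%) held by each RNA class in each of the 8 PS19 and 8 WT libraries. The tRNA share runs from 29.8% to 47.0% in PS19 and from 25.3% to 52.5% in WT, so the PS19 range lies within the WT range.

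Many features shared their reads with others. In all, 3292 features had values identical to another feature in every library, in 697 sets of which the largest held 99 features, leaving 15893 distinct rows. Among the 6024 features that passed the filter, 482 were identical to another tested feature, and 1281 were near-identical to another of their class. A count of features is therefore larger than the number of separate RNAs measured.

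Differential abundance between PS19 and WT was then tested for the 6024 features. No feature reached an adjusted p-value under 0.05 in limma (0 features), and the smallest adjusted p-value was 0.409. At an unadjusted p-value under 0.05 there were 241 features, 112 higher and 129 lower in PS19. With independent libraries chance would give 301 of 6024, but many features followed the replicate number, and other splits of the libraries with 1 of each number on each side gave a median of 139. DESeq2 on the recovered reads moved the adjusted result the most, from 0 to 15 features. The replicate number in the labels was followed by 1105 of the 6024 features (adjusted p-value under 0.05 for a linear trend in limma), and with this number in the model 0 features differed by genotype at an adjusted and 335 at an unadjusted p-value under 0.05. The first letter of the library code was G in all 8 PS19 and in 2 WT libraries, so a comparison within a letter is possible only against these 2, and with the letter in the model 0 features differed by genotype at an adjusted and 124 at an unadjusted p-value under 0.05. The authors' deposited table held 15 features with an adjusted p-value under 0.05, and 466 with an unadjusted p-value under 0.05. It gave 18488 p-values, 5% of which would be 924.

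**Figure D2:**
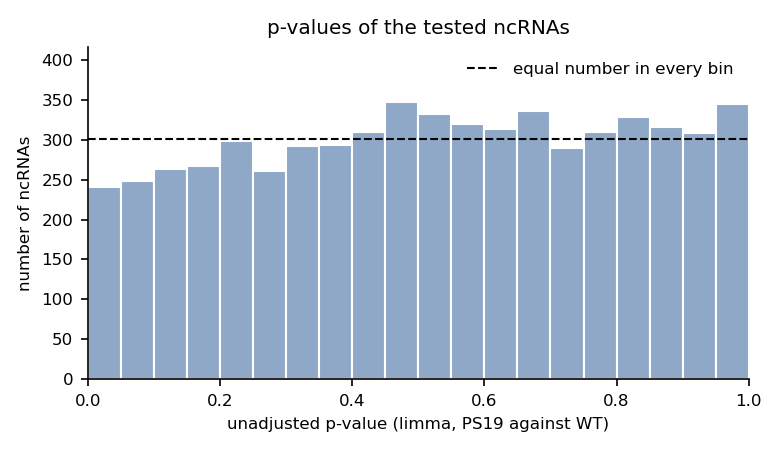
The histogram gives the number of ncRNAs (y axis) in each bin of the unadjusted limma p-value (x axis) for the 6024 tested ncRNAs, with the dashed line at an equal number per bin. The bin nearest 0 holds 241 ncRNAs against the 301 of the dashed line, while other splits balanced for the replicate number gave a median of 139 there.

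The classes were compared by the share of their tested features with an unadjusted p-value under 0.05. For circRNAs this was 166 of 4253 (3.90%), with 68 higher and 98 lower in PS19. For miRNAs it was 18 of 750 (2.40%), with 6 higher and 12 lower. Among snoRNAs there were 23 of 497 (4.63%), with 5 higher and 18 lower, and among tRNAs 22 of 405 (5.43%), with 21 higher and 1 lower. The tRNA number fell to 8 when near-identical features were counted once. The snRNAs had the highest share, 12 of 118 (10.2%), and all 12 were higher in PS19. Of the 118 snRNAs, 81 were higher in PS19, with a median log2 difference of 0.14, and this median was 0.04 when each class was scaled to its own total. Without 1 of the libraries the number for miRNAs ranged from 14 (without PS19 replicate 7) to 46 (without WT replicate 7), and that for snoRNAs from 15 (without PS19 replicate 4) to 46 (without PS19 replicate 8).

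The 5 features higher in PS19 with the smallest p-values included 3 circRNAs with neighbouring names. The normalized count of mmu_circ_0000743, which had values identical to 1 other feature, was 29.1 ± 10.3 (SD, n = 8) in PS19 and 13.7 ± 2.95 (SD, n = 8) in WT. Its log2 difference was 1.004 ± 0.22 (SE), with an unadjusted p of 1.6e-04 and an adjusted p of 0.409 in limma. For mmu_circ_0000742 the normalized count was 31.3 ± 11.2 (SD, n = 8) in PS19 and 15.2 ± 2.77 (SD, n = 8) in WT, and for mmu_circ_0000745 it was 25.9 ± 7.63 (SD, n = 8) and 13.3 ± 2.34 (SD, n = 8). In each of these circRNAs all 8 PS19 libraries lay above all 8 WT libraries, which gave the smallest p-value that the permutations allow (two-sided exact permutation test, p = 1.6e-04). The 3 had close values in many libraries, such as 26.7, 27.7 and 27.7 in PS19 replicate 4 and 11.2 in each in WT replicate 8. They may largely count the same reads, so their separations are not independent results. The snRNA Gm24525 (GRCm38, chromosome 5, 7177706 to 7177856, minus strand) showed the same separation, with a normalized count of 400.6 ± 291.6 (SD, n = 8) in PS19 and 143.0 ± 25.9 (SD, n = 8) in WT. Its log2 difference was 1.24 ± 0.30 (SE), with an adjusted p of 0.504 in limma. The miRNA mmu-miR-6236 was low, at 12.7 ± 8.01 (SD, n = 8) in PS19 and 2.64 ± 2.28 (SD, n = 8) in WT, and 8 of 8 PS19 libraries were above the WT median. Its log2 difference was 1.94 ± 0.45 (SE), with an adjusted p of 0.409 in limma.

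Among the 5 features lower in PS19, mmu_circ_0008849 was at 8.58 ± 2.14 (SD, n = 8) in PS19 and 17.5 ± 5.57 (SD, n = 8) in WT, with a log2 difference of -0.91 ± 0.24 (SE) and an adjusted p of 0.772 in limma. For mmu_circ_0005020 the normalized count was 6.18 ± 2.68 (SD, n = 8) in PS19 and 11.3 ± 2.22 (SD, n = 8) in WT. The normalized count of mmu-miR-1193-3p was 6.08 ± 3.06 (SD, n = 8) in PS19 and 11.4 ± 2.89 (SD, n = 8) in WT. The log2 differences of these last features were -0.86 ± 0.26 (SE) and -0.89 ± 0.28 (SE), and both had an adjusted p of 0.9998 in limma. The other features were snoRNAs of a run of tandem copies on chromosome 7, whose reads can be split between copies. Gm24310 (GRCm38, chromosome 7, 59518411 to 59518489, minus strand) ranged from 1.07 to 296.9 in PS19 and from 207.3 to 268.1 in WT. Gm25087 (GRCm38, chromosome 7, 59582063 to 59582140, minus strand), with values identical to Gm26467 (59574579 to 59574656), ranged from 32.3 to 1939 in PS19 and from 1492 to 2306 in WT. Their log2 differences were -3.05 ± 0.96 (SE) and -2.78 ± 0.81 (SE), both with an adjusted p of 0.9998 in limma. The PS19 values of these snoRNAs fell into separate levels, so the text gives their ranges in place of means.

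**Figure D3:**
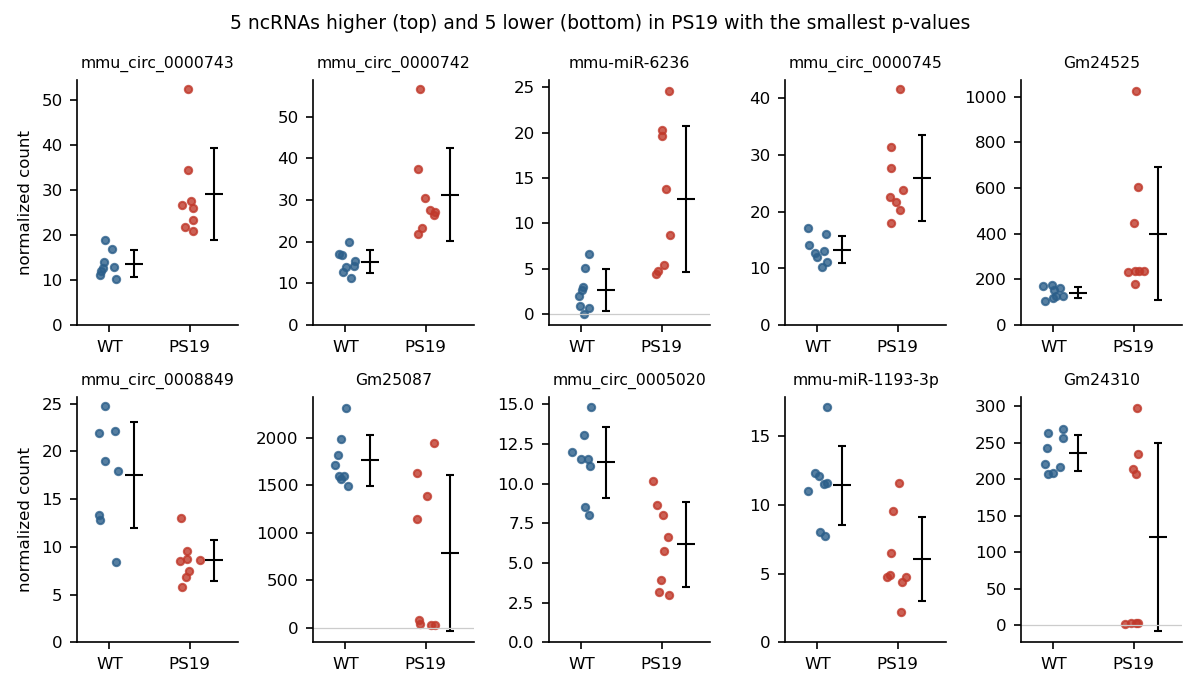
Points give the normalized count (y axis) in each WT and PS19 library for the 5 ncRNAs higher (top) and 5 lower (bottom) in PS19 with the smallest p-values, and the bars beside them give mean ± SD (n = 8). All 8 PS19 points lie above all 8 WT points for mmu_circ_0000743, mmu_circ_0000742, mmu_circ_0000745 and Gm24525, while the PS19 points of Gm25087 and Gm24310 form separate levels.

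The tandem copies were viewed together because reads can be shared between them. The run held 137 snoRNA genes over 276.9 kb (GRCm38, chromosome 7, 59342226 to 59619095), which gave 74 distinct rows of values. The summed value of these rows did not differ by genotype, with a log2 difference of -0.18 (two-sided exact permutation test, p = 0.258). Single copies moved in both directions. Gm26466 ranged from 34.7 to 3078 over the PS19 libraries and from 46.3 to 81.2 over the WT libraries, opposite to Gm24310. Gm26466 and the run itself were chosen after their values were seen.

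**Figure D4:**
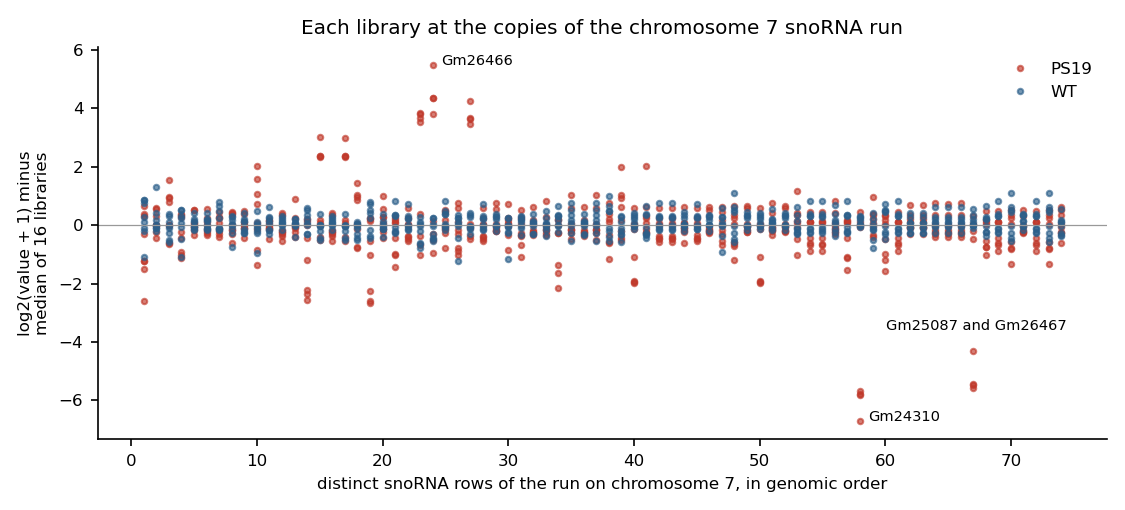
Each point is 1 library at 1 of the 74 distinct snoRNA rows of the chromosome 7 run (x axis, in genomic order), as log2(value + 1) minus the median of the 16 libraries (y axis). At Gm26466 and at Gm24310 with the identical pair Gm25087 and Gm26467, 4 PS19 libraries lie far above or below all the other libraries.

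The 12 ncRNAs that the study singled out matched 18 features, and 11 of these passed the filter. In limma, 3 had an unadjusted p-value under 0.05, and 1 had an adjusted p-value under 0.05 when adjusted over the list alone, against 0 over all features tested. Because the study chose these ncRNAs on the same samples, the former is not independent evidence. The miRNA precursor mmu-mir-5126 was at 26.8 ± 12.1 (SD, n = 8) in PS19 and 11.6 ± 6.15 (SD, n = 8) in WT. It lay above the WT median in 8 of 8 PS19 libraries, and its log2 difference was 1.19 ± 0.31 (SE), with an adjusted p of 0.00985 over the list alone and 0.771 over all features in limma. The normalized count of mmu-miR-155-5p was 82.5 ± 51.6 (SD, n = 8) in PS19 and 44.3 ± 15.8 (SD, n = 8) in WT, with a log2 difference of 0.78 ± 0.30 (SE) and an adjusted p of 0.0918 over the list alone in limma. For mmu_circ_0007688 it was 53.4 ± 25.0 (SD, n = 8) in PS19 and 97.9 ± 48.4 (SD, n = 8) in WT, with a log2 difference of -0.78 ± 0.33 (SE) and an adjusted p of 0.111 over the list alone in limma. Its unadjusted p-value in limma was 0.0302, but it was above 0.05 in 8 of the 16 fits that each left out a library (0.0734 without WT replicate 3), in the two-sided exact rank test (p = 0.161) and in the two-sided exact permutation test (p = 0.0550). The mature mmu-miR-5114 was at 7.44 ± 3.95 (SD, n = 8) in PS19 and 4.68 ± 3.33 (SD, n = 8) in WT, a difference within the spread between mice (two-sided exact permutation test, p = 0.126). The log2 differences of mmu-miR-335-3p, mmu-miR-487b-3p, mmu-miR-300-3p, mmu-mir-203, mmu-mir-487b, mmu-miR-203-3p and mmu-miR-126a-3p were -0.65, -0.40, -0.27, -0.22, -0.17, -0.14 and -0.07, and their unadjusted p-values in limma ran from 0.0894 to 0.850. Without WT replicate 7 the log2 difference of mmu-miR-335-3p was -0.83, with an unadjusted p of 0.0269 in limma. The study named mmu-miR-300-3p, mmu-miR-335-3p and mmu-miR-126a-3p because they differed in plasma vesicles and were abundant in brain. For mmu-miR-126a-3p its discussion also mentions a change shared by both. It named miR-487b and miR-203 as hubs of correlations between cortex and vesicles. Genotype differences in cortex do not test the vesicle and hub statements.

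The other 7 features of the list had a mean under 5 and rested on few reads. Their single libraries held from 0 to 6 recovered reads. Those that differed had been chosen by the study on the same samples, so p-values adjusted over the 7 are not independent evidence. The normalized count of mmu_circ_0008242 was 2.85 ± 1.31 (SD, n = 8) in PS19 and 1.12 ± 1.10 (SD, n = 8) in WT (two-sided exact permutation test, p = 0.0106, adjusted p = 0.0157 over the 7). That of mmu_circ_0002153 was 2.46 ± 1.51 (SD, n = 8) and 0.825 ± 0.798 (SD, n = 8), respectively (two-sided exact permutation test, p = 0.00948, adjusted p = 0.0157). The precursor mmu-mir-5114 was at 1.44 ± 1.30 (SD, n = 8) in PS19 and 0.226 ± 0.419 (SD, n = 8) in WT (two-sided exact permutation test, p = 0.00886, adjusted p = 0.0157). The mature mmu-miR-5126 was at 2.53 ± 1.71 (SD, n = 8) in PS19 and 0.324 ± 0.453 (SD, n = 8) in WT (two-sided exact permutation test, p = 0.0112, adjusted p = 0.0157). In contrast, mmu-miR-3059-3p was at 0.227 ± 0.430 (SD, n = 8) in PS19 and 1.597 ± 0.868 (SD, n = 8) in WT (two-sided exact permutation test, p = 0.00140, adjusted p = 0.00979). Neither mmu-miR-487b-5p nor mmu-miR-203-5p differed (two-sided exact permutation tests, p = 0.145 and p = 1, adjusted p = 0.170 and 1). With no filter on low values, the limma adjusted p-values over all features were between 0.962 and 0.9999 for the 6 of these features with a value in at least 2 libraries.

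Highly abundant miRNAs were listed by a mean above 500 over the 16 libraries. This gave 184 features, 149 mature miRNAs and 35 precursors, which held 98.9% of the miRNA signal. None of them (0 of 184) had an unadjusted p-value under 0.05, and their log2 differences ran from -0.96 to 0.59 with a median of -0.10. The 0 became 11 with each class scaled to its own total and 7 without WT replicate 7, where chance would give 9.2, and the smallest adjusted p-value over all alternatives was 0.216. As counts scaled to the library total (CPM), 52 passed the same limit.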

Values the study reported

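The study reported 466 ncRNAs as differentially expressed in the PS19 cortex at an unadjusted p-value, made up of 331 circRNAs, 57 miRNAs, 46 snoRNAs, 30 tRNAs and 2 snRNAs. It listed 185 miRNAs as highly expressed in the cortex, with a stated limit of 500 CPM for the average.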

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

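The test of read number was chosen after the result was seen. What the tests with counts scaled to the library total (CPM) would show was written down before they were run, after a first test on depth had been dropped as too weak. Each value per library named in the report was examined within each group of 8 for a library set far from the rest, by a gap to the nearest library, as a share of the range, above the 95% limit of Dixon's test for 8 values. Of the 70 group values examined, 8 met this, and chance gives about 3.5. All were in PS19, and 4 of the 8 were in PS19 replicate 7.

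PS19 replicate 7 had 22.6 M recovered reads, against 18.0 M in the next PS19 library, a gap of 0.546 of the range. WT replicate 3 was deeper, and no explanation was tested for the depth itself. The same library was highest for mmu_circ_0000743 at a normalized count of 52.4 against 34.4 in the next (0.570 of the range), for mmu_circ_0000742 at 56.5 against 37.4 (0.552), and for mmu-miR-155-5p at 196.9 against 115.7 (0.536). If the authors' normalization had caused these gaps they would close in CPM, but 3 of 3 stayed above the limit there, although 2 of the gaps (0.534 for mmu_circ_0000743 and 0.527 for mmu_circ_0000742) were barely above it. The size factor of this library was the largest (1.68) although WT replicate 3 was deeper, so CPM scales it down less. The gaps were thus likely to stay in CPM, and the test does not decide. Without this library the log2 difference of mmu_circ_0000743 was 0.88 and that of mmu-miR-155-5p was 0.57, and both kept an unadjusted p-value under 0.05 in limma (0.0425 for mmu-miR-155-5p). A difference between mice stays open and was not tested.

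The gap of mmu-mir-5126 lay at PS19 replicate 3, with 53.5 against 30.5 (0.570 of the range), and that of mmu-miR-487b-3p at PS19 replicate 1, with 387.2 against 201.5 (0.597). With the values as CPM, 0 of these 2 gaps stayed above the limit, as the normalization by the authors as a source would give. These libraries had the smallest size factors, so CPM lowers them whatever the source, and the test does not decide. No biological explanation was tested for them.

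The remaining gaps rested on few reads. For mmu-miR-203-5p the only value above 0 was in PS19 replicate 5 (1 of the range, on 1 read), and for mmu_circ_0002153 PS19 replicate 6 was at 5.69 against 2.91 (0.561 of the range). The most reads behind either value was 6, so counting noise of few reads may account for both, and a biological difference cannot be read at this depth.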

How the results depend on the processing

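Apart from the 3 added settings named in the methods, the alternatives were chosen before the data were examined. The number of ncRNAs with an adjusted p-value under 0.05 was 0 under every alternative (edgeR and adjustment within each class included) except DESeq2, which gave 15 with the same filter and 15 on all listed features. Beside the 0 of limma stand 241 at an unadjusted p-value under 0.05. It was from 0 to 0 across the 16 fits that each left out a library. The simulated data gave calls at 8 against 8 libraries, so groups of this size can give calls for changes as large as those simulated. The simulated features were independent of each other and held no trend with the replicate number. Whether 8 libraries per group are too few for smaller changes in the real data was not tested.

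The 241 features at an unadjusted p-value became 680 with no filter (854 expected by chance), 136 with a mean of at least 20 (126 expected), 418 with array weights, 466 with DESeq2 on all listed features (924 expected) and 124 with the letter of the library code as a term (25 of them among the 241). The filters changed the number tested, to 17088 and 2510, and DESeq2 on all listed features tested 18488. With the letter, genotype rests on 2 WT libraries by construction, and for array weights the cause was not tested. Across the 16 fits that each left out a library the number ran from 171 to 321. DESeq2 on the same features gave 283 and edgeR 265, of which 181 and 177 were among the 241. The share higher in PS19 was 46.5% among the 241. It was 58.5% when libraries were scaled to their total, 56.6% in edgeR and 74.2% with the letter as a term. When 1 library was left out it ran from 36.8% (without PS19 replicate 8) to 54.8% (without WT replicate 7). The median log2 difference of all tested features was -0.02, and no scaling moved it by more than 0.1.

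By class, the 166 circRNAs became 105 with libraries scaled to their total, 72 with each class scaled to its own total, 531 with no filter, 72 with a mean of at least 20, 263 with array weights and 331 with DESeq2 on all features. The 18 miRNAs became 31 in DESeq2, 30 in edgeR, 38 with each class scaled, 69 with no filter, 4 with a mean of at least 20, 48 with array weights, 36 with the replicate number as a linear term and 57 with DESeq2 on all features. The 22 tRNAs became 39 with array weights, 14 with identical features counted once and 8 with near-identical ones counted once, which by construction removes copies. The 23 snoRNAs became 55 with array weights and 12 with near-identical features counted once. The 12 snRNAs became 33 with no filter, 25 in the exact rank test and 19 with DESeq2 on all features. Other than where copies were removed or the number of features tested changed, the cause was not tested. Leaving out 1 library gave from 110 (without WT replicate 8) to 220 circRNAs, from 14 to 46 miRNAs (33 without WT replicate 6, 40 without PS19 replicate 1, 46 without WT replicate 7), from 13 to 35 tRNAs (13 without PS19 replicate 2 or 4 or WT replicate 3, 14 without PS19 replicate 3 or WT replicate 5, 35 without WT replicate 7), from 15 (without PS19 replicate 4) to 46 snoRNAs (without PS19 replicate 8) and from 9 to 17 snRNAs. With the letter as a term there were 99 circRNAs, 9 miRNAs, 2 tRNAs, 13 snoRNAs and 1 snRNA.

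The labels of both groups carry replicate numbers 1 to 8. Deviations from the group means of same-numbered libraries had correlations across features of 0.46, 0.04, 0.23, 0.08, 0.10, 0.24, 0.39 and 0.15. Their mean was 0.21, against -0.03 for other-numbered libraries, so same-numbered libraries were more alike. As many features followed the number, this does not decide whether the numbers pair the mice, and the block was kept as an alternative. With the number as a replicate block, 0 features had an adjusted p-value under 0.05, and 419 had an unadjusted p-value under 0.05, among them 256 circRNAs, 51 miRNAs, 40 tRNAs, 55 snoRNAs and 7 of the highly abundant miRNAs. Of 100 splits with 1 library of each number on each side, the real one included, 13 gave at least 419 in this model.

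The difference in features detected, fewer by 153 in PS19, became 0.25 more at a limit of 10, and ran from -408.3 to 140.02 when 1 library was left out (-408.3 without PS19 replicate 7, and more in PS19 without PS19 replicate 1 or 3 or WT replicate 7). The difference in recovered reads ran from -2.23 M to -0.746 M. The class shares stayed without a difference in log2 units and with identical features counted once, but the direction of small differences depended on single libraries. Across the 16 fits the difference in percentage points ran from -0.92 to 0.61 for circRNA, from -2.40 to 0.25 for miRNA, from -1.33 to 2.55 for tRNA, from -0.79 to 1.15 for snoRNA and from 0.02 to 0.08 for snRNA, with exact permutation p-values of at least 0.303. The number of highly abundant miRNAs fell from 184 to 52 in CPM, because the normalized counts of a library sum to more than those in CPM. Redundant features rose from 482 to 1281 under the wider definition. Of the 184, 0 at an unadjusted p-value under 0.05 became 3 in DESeq2, 2 in edgeR, 2 with libraries scaled to their total, 11 with each class scaled, 3 with array weights, 1 in the exact rank test, 3 with the number as a linear term and 4 with DESeq2 on all features, and ran from 0 to 7 (7 without WT replicate 7, 4 without WT replicate 6, 3 without PS19 replicate 1, 1 without PS19 replicate 8 or WT replicate 1 or 2) when 1 library was left out; the cause was not tested.

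The 10 ncRNAs named by the smallest p-values kept their direction and an unadjusted p-value under 0.05 in 301 of 315 comparisons. They were chosen by p-values from the same libraries, and 160 of the comparisons only left out 1 library. Much of this agreement therefore follows from the choice. The 14 exceptions were weaker, of which 7 concerned Gm25087 and Gm24310 in DESeq2 and edgeR and Gm24310 in the exact rank test, and 7 of the 10 ncRNAs fell short with the letter as a term, all but mmu_circ_0000743, mmu_circ_0000745 and mmu_circ_0008849. Of the ncRNAs singled out by the study, the number at an unadjusted p-value under 0.05 went from 3 to 8 with no filter and to 8 with DESeq2 on all features, because low features were then tested, and it ran from 2 (without PS19 replicate 5 or 7 or WT replicate 1, 2 or 3) to 4 (without WT replicate 6 or 7) when 1 library was left out. In 349 comparisons of single listed ncRNAs, 10 were weaker (mmu_circ_0007688, and mmu-miR-155-5p with the letter as a term), 10 stronger (mmu-miR-335-3p and mmu-miR-5114) and 13 reversed. The reversed ones all lay near 0. The log2 difference of mmu-miR-203-3p was 0.0482 in DESeq2, 0.0797 in edgeR and 0.0424 with DESeq2 on all features, and ran from -0.38 to 0.10 when 1 library was left out. For mmu-miR-126a-3p it then ran from -0.26 to 0.12, for mmu-mir-203 from -0.46 to 0.0673 and for mmu-mir-487b from -0.34 to 0.10.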

Other observations

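The comparisons with other splits and the tests of the snoRNA run, of the circRNA features, of the random orders of the libraries, of scaling within classes and of the features shared with depth in the model were chosen after the results were seen, and only the tests of a single step for the replicate number and of the letter of the library code were set out before their results.

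Other splits of the 16 libraries into 8 and 8 were tested in the same way, with 100 of the 6435 drawn, the real one included. As the real split gave 0 ncRNAs with an adjusted p-value under 0.05, all 100 of the 100 gave as many by construction, which tests nothing. At an unadjusted p-value under 0.05, 46 of the 100 gave at least 241. The number was reached by 61 of 100 splits for circRNAs, 52 for miRNAs, 31 for tRNAs, 17 for snoRNAs and 8 for the ncRNAs singled out by the study. Only for snRNAs was it rare, with 4 of 100 splits giving at least 12, and so many counts were compared that 1 at this level is weak evidence. With DESeq2 on the recovered reads, 3 of 40 splits, the real one included, gave at least 15 features with an adjusted p-value under 0.05 (at most 108), 17 of 40 gave at least 1, and 19 of 40 gave at least 283 with an unadjusted one. These splits ignored the replicate number, which many features follow, so splits uneven in the number can hold more features than even ones. With the number as a linear term, 29 of the 100 splits gave at least the 335 features of the real one. Among 100 of the 128 splits with 1 library of each number on each side, the real one included, 11 gave at least 241 features without the number in the model (median 139 in the others), 19 gave at least 335 with it as a linear term, and 3 gave at least 12 snRNAs. The real split thus lay nearer the top once the number was balanced, but its number at an unadjusted p-value over all classes, as compared here, was reached by at least 11 of 100 splits.

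The 12 snRNAs were higher in PS19 under each of the scalings tried, Gm24525, Gm23928, Gm25202, Gm25581 and Rnu12 having the smallest p-values. When each class was scaled to its own total the number was 8, and with the letter of the library code as a term it was 1, with 63 of the 118 snRNAs higher in PS19. This is a candidate for follow-up and no more, as 0 of them passed the adjusted threshold and no biological explanation was tested.

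The first letter of the library code divides by genotype, since all 8 PS19 libraries have G. If a batch named by the letter of the library code were the source of differences, WT libraries with the letters G, F and A might differ. Within WT, 126 features had an unadjusted and 0 an adjusted p-value under 0.05 for the letter in limma, and 78 of 100 orders of the letters gave as many. With 2 to 4 WT libraries per letter and no PS19 library outside G, batch and genotype cannot be told apart.

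The replicate number in the labels was followed by more features than genotype was. With genotype in the model, 1105 of 6024 features had an adjusted p-value under 0.05 in limma for a linear trend with the number, 790 falling and 315 rising, including 338 miRNAs (337 falling) and 190 tRNAs (190 falling). The normalized count of mmu-miR-138-5p, named because its trend was among the 5 with the smallest p-values, went from 2845 in PS19 replicate 1 to 408.8 in PS19 replicate 8, and from 2109 in WT replicate 1 to 468.4 in WT replicate 8. Within WT alone there were 316 such features and within PS19 alone 207, and the slopes in the 2 groups had a correlation of 0.588 across features, which are not independent replicates. The first principal component (27.1% of the variance) rose with the number in PS19 (Pearson r = 0.877, exact permutation p = 0.00531, adjusted p = 0.0283 over 16 relations; Spearman rho = 0.833, exact permutation p = 0.0154, adjusted p = 0.0492) and in WT (r = 0.806, p = 0.0164, adjusted p = 0.0524; rho = 0.905, p = 0.00456, adjusted p = 0.0243). Without the 2 libraries farthest from the middle number, r was 0.700 in PS19 (exact permutation p = 0.131) and 0.924 in WT (exact permutation p = 0.0139), so the relation in PS19 rests partly on those libraries. The snRNA share also rose with the number in PS19 (r = 0.916, exact permutation p = 0.00154, adjusted p = 0.0246; rho = 0.929, exact permutation p = 0.00223, adjusted p = 0.0243; r = 0.925 without those libraries), but not past the threshold in WT (r = 0.618, exact permutation p = 0.109, adjusted p = 0.175; rho = 0.619, exact permutation p = 0.115, adjusted p = 0.184; r = 0.461 without those libraries). The number of features detected behaved alike, with r = 0.889 in PS19 (exact permutation p = 0.00347, adjusted p = 0.0278; rho = 0.905, exact permutation p = 0.00456, adjusted p = 0.0243; r = 0.811 without those libraries) and r = 0.612 in WT (exact permutation p = 0.100, adjusted p = 0.175; rho = 0.381, exact permutation p = 0.360, adjusted p = 0.480; r = 0.626 without those libraries). The snoRNA share passed the threshold only by rho in PS19 (rho = 0.833, exact permutation p = 0.0154, adjusted p = 0.0492). By r it fell just short in PS19 (r = 0.781, exact permutation p = 0.0200, adjusted p = 0.0533, and r = 0.938 without those libraries). In WT it passed by neither (r = 0.827, exact permutation p = 0.0143, adjusted p = 0.0524, and rho = 0.810, exact permutation p = 0.0218, adjusted p = 0.0581). There r was 0.856 without those libraries, and the direction was upward in both groups. The shares of tRNA (r = 0.530 in PS19 and -0.178 in WT), miRNA (-0.770 and -0.294) and circRNA (-0.709 and 0.161) passed the threshold by neither r nor rho. The fall of 190 tRNA features was thus not seen as a clear fall of the tRNA share. Whether the groups differ in these relations was not tested.

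Several explanations of this trend were tested. Among 100 orders of the numbers within the groups, 1 gave as many features, namely the real one, and the others gave at most 4, which argues against a chance order of the libraries. With each class scaled to its own total, 475 of the 1105 features passed again (2188 in all). Under this scaling 99 random orders gave at most 1 feature, which argues against a shift between classes as the whole cause. How far such a shift contributes stays open. With log2 of the recovered reads in the model, 1064 of the 1105 passed again (1092 in all), which argues against library depth. In orders shuffled within numbers 1 to 4 and within 5 to 8, 4 of 100 gave as many, so a single step between numbers 4 and 5 may account for part of the trend but is less likely for all of it. With both terms in the model, 39 features passed for the linear term and 0 for the step (879 for the step alone). From 641 (without PS19 replicate 8) to 1477 features (without WT replicate 8) passed when 1 library was left out, and 648 without WT replicate 1. A processing order, a dissection that drifted, or a property of the mice that goes with the number, such as sex, stay open, as the labels used here give none of these. The study states that males and females were equal in number in each group. Without the sex of each library it could not be put in the model. The numbers are balanced between genotypes, so the trend adds spread rather than a shift. With the number as a linear term, 0 features had an adjusted and 335 an unadjusted p-value under 0.05 for genotype.

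A run of tandem snoRNA copies on chromosome 7 showed separate levels. Gm24310 had a normalized count of 3.25, 1.07, 2.85 and 2.93 in PS19 replicates 2, 4, 6 and 8, and from 207.0 to 296.9 in the other 12 libraries. In the same 4 libraries Gm26466 was at 1401, 946.9, 1395 and 3078, and at 34.7 to 81.2 elsewhere. Of 5725 distinct features tested, 8 deviated at least 4-fold from their median in exactly these libraries, 5 upward and 2 downward in the run, and mmu_circ_0014295, whose values followed Gm24310. The 4-fold limit was chosen after several had been tried. A limit of 2-fold gave 11 distinct features, 10 of them in the run, and a limit of 2.83-fold gave 8. A change of the whole run of snoRNA genes would move the copies together, whereas 42 of the 74 distinct copies stayed within 2-fold of their median in all 4 libraries, 5 were at least 2-fold higher in all 4 and 7 at least 2-fold lower, which argues against it as the source of the large shifts. The total of the run was 71759, 67487, 70042 and 134174 in these libraries and from 70830 to 132085 in the others, so a smaller change of the total in some of them stays open. A candidate explanation is a sequence variant against the reference that moves reads between near-identical copies, for which 100% of the 8 features lay in the run or copied a member of it. The reads themselves were not used here, and the features were found from the same data, so this stays a hypothesis. With 4 of 8 PS19 and 0 of 8 WT libraries, chance assignment of the libraries to genotype is not excluded (two-sided Fisher's exact test, p = 0.0769). Of the 15 features with an adjusted p-value under 0.05 in the authors' deposited table, 5 were copies in this run, and 10 had 3 or 4 PS19 libraries above 4 times the WT mean. Of the same 15 features in the authors' deposited table, 7 had a p-value under 0.05 in the exact rank test, and 15 in limma without adjustment.

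Most of the circRNA signal followed small RNAs of other classes. Of 4253 circRNA features tested, 55 had a Pearson r of at least 0.99 on the log2 scale with a miRNA (24), snoRNA (29) or tRNA (2) feature and a mean within 2-fold of it. These held 77.9% of the circRNA signal. The mean of mmu_circ_0016169 was 552972 beside 550494 for mmu-let-7f-5p, and that of mmu_circ_0008144 was 428651 beside 486403 for mmu-miR-128-3p. Among 100 orders in which the libraries of the other classes were permuted within groups, 0 gave as many such circRNA features and the largest number was 0, which argues against chance similarity. Reads of a small RNA inside the annotated span of a circRNA may thus be counted under both, and without junction reads no circular form can be told from the counts. Of the 55, 1 had an unadjusted p-value under 0.05. The lowest mean among them was 31.8, and low circRNAs can hardly reach this r, so overlap among those was not tested.

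The symbols of the Gm series divide between classes. Of the 42 features with such a symbol and an unadjusted p-value under 0.05 in the authors' deposited table, 17 had the biotype snRNA in GENCODE and 25 snoRNA. With classes by biotype, the authors' deposited table held 29 snoRNAs and 19 snRNAs past that threshold.

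DESeq2 on all features gave 466 features with an unadjusted p-value under 0.05 here, and all 466 were among those of the authors' deposited table. In the authors' deposited table, 175 of these had a mean under 5. The number of ncRNAs with an unadjusted p-value under 0.05 in limma was 241. That is lower than the value quoted from the study above, which came from 18488 features against 6024 tested here. The number of circRNAs was 166. That is lower than the value quoted above. Of the circRNAs in the authors' deposited table, 178 were higher and 153 lower in PS19, against 68 higher and 98 lower here. The number of miRNAs was 18. That is also lower than the quoted value. The number of snoRNAs was 23. That again is lower than the value quoted. By biotype, the rule used here, the authors' deposited table held 29 snoRNAs, so most of this gap comes from the class rule. The number of snRNAs was 12. That is higher than the quoted value. The class here is the biotype, and by biotype the authors' deposited table held 19 snRNAs, above the number here, so this direction comes from the class rule.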
